A study of Mus musculus with 4 samples. Its data were reported in "Tm7sf2 Disruption Alters Radial Gene Positioning in Mouse Liver Leading to Metabolic Defects and Diabetes Characteristics" (2020).

How the data were processed

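Liver RNA of male WT and Tm7sf2-KO mice aged 6 weeks was measured on Affymetrix MOE430 v2 arrays, which carry 45101 probe sets, each a set of short oligonucleotides against 1 transcript region. The knockout had been backcrossed to C57BL/6. There were 4 arrays, 2 per genotype, with 1 colour each, and genotypes and replicate numbers came from the sample labels. The labels speak of duplicate hybridization and do not say whether the duplicates were separate animals. The p-values therefore measure only the spread between these arrays, which may be technical.

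The expression values deposited by the authors are log2 values, 1 per probe set and array. Per the study's methods the authors normalized them by quantiles. The submitters' processing notes name affy and limma without versions, and the background correction and the way probes were summarised into probe sets are not given in the sources used here. The deposited table of the authors' own comparison holds a ratio of KO over WT on the log2 scale, so its sign matches KO minus WT here. The p-value column deposited by the authors holds limma p-values adjusted by the Benjamini-Hochberg procedure. A value table of the 4 arrays and this comparison table were the only measurements used. The medians of the 4 arrays were 6.66, 6.66, 6.67 and 6.66, and the log2 values ran from 5.71 to 14.76. Array files give no counts, so the number of arrays limits the precision.

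The 64 Affymetrix control probe sets were left out, and 45037 probe sets were tested. Gene names and chromosomes came from the authors' deposited table, in which 33418 of these probe sets carried a gene name (19504 distinct names) and 11619 did not. WT and KO were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with all 4 arrays in the model and no covariate, and p-values were adjusted by the Benjamini-Hochberg procedure over all probe sets tested. The residual degrees of freedom were 2 and the estimated prior degrees of freedom were 7.3. Probe sets past both thresholds had an adjusted p under 0.05 (called 5% FDR, for false discovery rate) together with an absolute log2 change of at least 0.5, which is a 1.41-fold change. These are the thresholds of the study's methods. Rose, fell and changed are used of genes past both thresholds. Every log2 change is KO minus WT, its SE and 95% confidence interval come from the moderated variance, and each mean is given with its SD over 2 arrays. An exact permutation test of 2 against 2 arrays cannot give a two-sided p below 0.333, so none was used for single genes.

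Gene lists were fixed before the data were examined. Several of them hold genes that the study had already called changed on these arrays, such as Ppargc1a, Gys2, Slc2a2, Dusp1, Jun and Hsph1. For such genes a call, and the part they have in a list result, is not independent evidence. For list tests each gene stood at its probe set with the highest mean over the 4 arrays. Each list was tested with limma's camera at a preset correlation between genes of 0.01, adjusted over all 36 lists, and again with a correlation estimated from the arrays. The second form takes its p-values on the 2 residual degrees of freedom, which the preset form does not. A call lost there can therefore come from the small number of arrays alone. The rotation test fry, which asks whether a list's genes move on balance in 1 direction without comparing them with other genes, was run as well. Of the 890 members, 48 were not found under their names. The lists held cholesterol synthesis, cholesterol uptake and efflux, bile acids, xenobiotic enzymes of phase I and phase II, fatty acid oxidation, fatty acid synthesis, insulin signalling, glucose production, fasting and feeding genes, clock genes by their hour of peak, female-biased and male-biased liver genes, sex chromosome genes, heat shock, endoplasmic reticulum stress, cell cycle, immediate early, acute phase and nuclear envelope genes, markers of pericentral and periportal hepatocytes and of Kupffer, endothelial, stellate, biliary, lymphoid, neutrophil, erythroid and non-liver cells, and 4 lists chosen by the study. Chromosome 19 was compared with the other chromosomes by Fisher's exact test (two-sided) over genes past 5% FDR, with Tm7sf2 left out. Neighbouring genes were found through a RefSeq gene table of assembly GRCm38.p6, which placed 16695 of the 19504 genes. The authors' build is not given in the sources used here, so no coordinates are printed.

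The genes named were set by a rule written before the data were examined. It took Tm7sf2, the 12 largest rises and 12 largest falls among named genes past both thresholds whose KO and WT arrays did not overlap, all genes the study discussed singly, up to 4 members per other list past both thresholds, and up to 2 members with the smallest adjusted p from a list with none. This gave 102 genes, a few of which are not reported here by name. Sex chromosome genes are given as group values in the main text, and genes outside the rule are marked as chosen after its values were seen.

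The fit was tested on simulated arrays with the real means of all 45037 probe sets and 200 probe sets changed by known amounts. Their variances were drawn from limma's fitted prior, with independent normal noise, no tied values and no correlation between genes. The simulation therefore shows how the fit behaves under its own model, not under the real spread. Past both thresholds it called 36% of those changed by 0.5 log2 units and 100% of those changed by 1, 1.5 or 2, with median estimates of 0.49, 1.00, 1.51 and 2.01. Of 173 calls, 5 were false. With unchanged simulated lists of 20 genes, camera gave an unadjusted p under 0.05 in 3% of 200 lists, and it called 100% of 50 lists shifted by 0.2.

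The deposited comparison was set against the fit described here. The largest difference in log2 change from the authors' deposited table was 8.2e-09, and with the control probe sets tested as well the largest difference in adjusted p was 9.5e-08.

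Fixed before the data were seen were these other settings: a second quantile normalization, centring on array medians, a filter on dim probe sets, a mean-variance trend, robust eBayes, leaving out probe sets that may cross-hybridize, the replicate number as a block, leaving out each array, a 1% FDR, a test against the fold threshold, the mean of all probe sets of a gene, an estimated correlation and fry. Chosen after seeing the data were centring on the control probe sets, testing the control probe sets too, and a variance prior estimated without tied probe sets, with all arrays and with each left out. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Raw scans and a genome sequence were not used here.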

Results

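Liver expression was compared between mice lacking Tm7sf2, a sterol reductase of the endoplasmic reticulum and the inner nuclear membrane, and WT mice, to ask which genes change when the protein is missing. There were 2 WT arrays and 2 Tm7sf2-KO arrays. Across probe sets the correlation was 0.994 between the WT arrays and 0.994 between the KO arrays, against 0.99 to 0.991 between genotypes. These correlations run across probe sets, which are not independent replicates. The SD of the difference between replicates was 0.137 in WT and 0.142 in KO. The replicates held the same value at 2.59% of probe sets in WT and 2.01% in KO, and each array held between 2288 and 2824 distinct values.

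Tm7sf2 itself, on chromosome 19, was read by 2 probe sets. At the probe set that is brighter in WT its level was 10.26 ± 0.01 in WT and 7.51 ± 0.06 in KO (log2, SD, n = 2 each), a change of -2.75 (SE 0.08, 95% confidence interval -2.92 to -2.57, limma adjusted p = 1.65e-06). That is 6.71-fold lower and the largest fall of all 45037 probe sets tested. The other probe set read 7.48 in WT and 7.52 in KO (change 0.04, 95% confidence interval -0.13 to 0.22, adjusted p = 0.878). Where either lies relative to the disrupted part of the gene is not known from the sources used here, so only the first can be said to follow the labels.

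With Tm7sf2 counted, 318 probe sets passed both thresholds, of which 171 were higher and 147 lower in KO. They covered 247 named genes, 127 higher and 120 lower, and none was called in both directions. A further 31 probe sets carried no gene name. At 5% FDR alone, 564 probe sets passed, 308 higher and 256 lower. With 1 array left out limma called 0 probe sets, and an unadjusted p under 0.05 was reached by 3653 without WT replicate 1, 3326 without WT replicate 2, 3942 without Tm7sf2-KO replicate 1 and 4217 without Tm7sf2-KO replicate 2. A variance prior that leaves out tied probe sets, chosen after this was seen, had infinite degrees of freedom with 1 array left out. Every probe set then had the same variance, so the calls amounted to a cutoff on the change. They cannot show that calls survive the loss of an array. Under that cutoff more probe sets were lower than higher without WT replicate 1, and more were higher with any other array left out. Centring the arrays on added control transcripts, also chosen afterwards, moved the median of all genes from 0.01 to -0.38 and gave 25 probe sets higher and 7156 lower past both thresholds, so every change in the text is relative to the bulk of genes.

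Genes of lipid and drug metabolism were among the largest rises. Cyp4a14, a fatty acid hydroxylase, rose from 9.36 ± 0.02 to 11.16 ± 0.04 (change 1.80, SE 0.08, adjusted p = 1.23e-05, n = 2 each). Dbp, a clock-controlled transcription factor, rose by 1.89 (SE 0.10, adjusted p = 3.30e-05). A related hydroxylase, Cyp4a10, rose by 1.36 (SE 0.09), and Cyp2c39, of the epoxygenase family, by 1.46 (SE 0.11). Further large rises were those of RP23-165I8.6, a clone-based name (1.75), the heparan sulphate proteoglycan Sdc4 (1.62), Sugct (1.43), 1810008I18Rik (1.32), the G-protein regulator Rgs16 (1.29), the stress ligand Raet1d (1.19) and the repressor Bcl6 (1.09). A second Sdc4 probe set gave -0.26 (adjusted p = 0.205), and the other Bcl6 probe set gave 0.15 (adjusted p = 0.757).

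Another Cyp2c gene led the falls after Tm7sf2. Cyp2c37 went from 10.26 ± 0.03 in WT to 7.75 ± 0.20 in KO (change -2.51, SE 0.10, adjusted p = 9.76e-06, n = 2 each). Serpina4-ps1, a serpin pseudogene, fell by 2.07 (SE 0.10), and Cyp2c55 fell by 1.41 (SE 0.08). The remaining large falls were in Gm37416 (-1.28), the cyclin-dependent kinase inhibitor Cdkn1a (-1.26), the steroid enzyme Hsd3b2 (-1.14), the serum amyloids Saa1 (-1.08) and Saa2 (-1.05), the receptor subunit Csf2rb2 (-1.07), the thyroxine-binding globulin Serpina7 (-1.07) and the inhibin subunit Inhbc (-1.06). At Csf2rb2 another probe set gave 0.01 (adjusted p = 0.982).

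**Figure D1:**
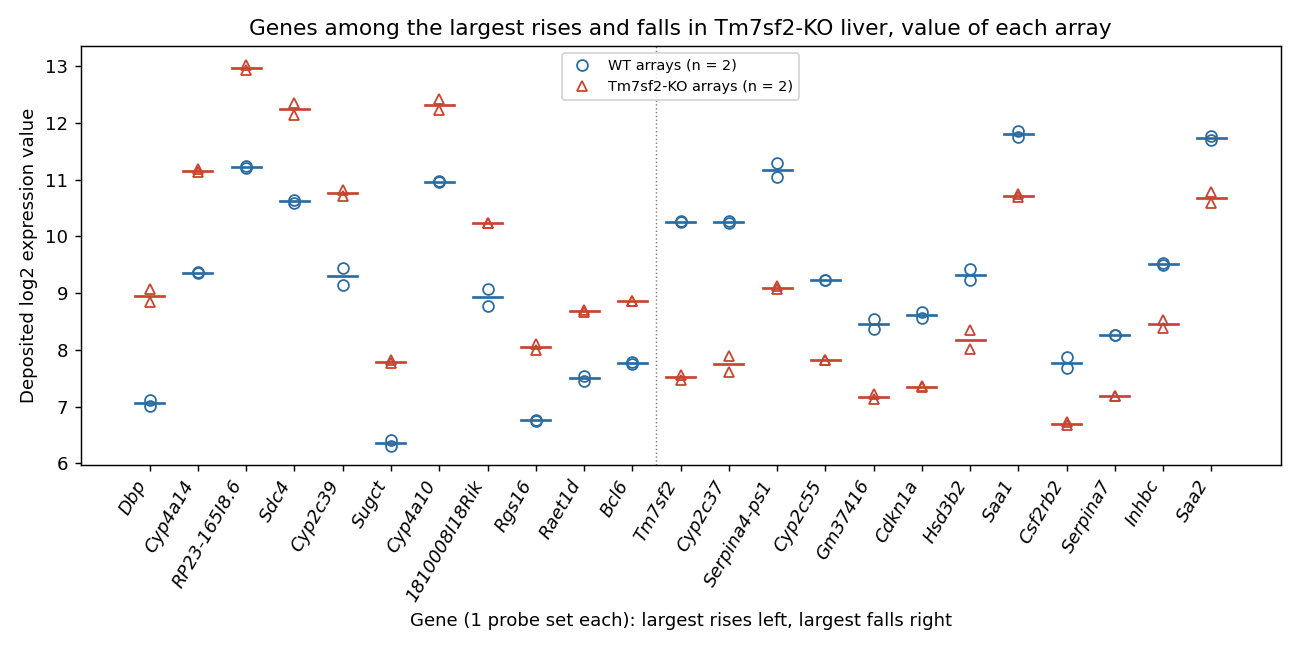
Log2 value of each array (vertical axis) for genes among the 12 largest rises and 12 largest falls (horizontal axis), with circles for the 2 WT arrays, triangles for the 2 Tm7sf2-KO arrays and a bar at each group mean. The groups do not overlap because genes were chosen for this, and Dbp (change 1.89) and Tm7sf2 (change -2.75) are the extremes of those drawn.

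Of 36 gene lists camera called 17 at 5% FDR, 10 higher and 7 lower in KO, and fry called 19. With an estimated correlation 0 lists were called and 12 had an unadjusted p under 0.05. The estimates lay on both sides of the preset 0.01, such as -0.0123 for endoplasmic reticulum stress and 0.0213 for cell cycle genes. Both lists had camera adjusted p = 0.139 in that form. With 2 residual degrees of freedom it cannot tell an effect of correlation from the small number of arrays. With the mean of all probe sets of a gene in place of its brightest, 20 of 71 named genes past both thresholds lost their call, namely Vldlr, Nr5a2, Cyp7a1, Acss2, Lpin1, Ppargc1a, Nr1d2, Tef, Hsph1, Xbp1, Sel1l, Jun, Slc1a2, Tbx3, Ahr, Pigr, Bicc1, Tfrc, Fndc3b and Acsl4.

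Drug-metabolising enzymes moved in both directions in phase I and upwards in phase II. Of 34 phase I enzymes measured, 6 rose and 3 fell (9 and 4 adjusted over the list alone), among them the falls of Cyp2c37 (-2.51) and Cyp2c55 (-1.41) and the rise of Cyp2c39 (1.46). The list as a whole was not called by camera (adjusted p = 0.0786), although it was with a variance trend (0.0479) and with the mean of all probe sets of a gene (0.0211). Of 32 conjugation enzymes and xenobiotic receptors, 7 rose and 0 fell past both thresholds in limma (15 higher and 3 lower adjusted over the list alone). The glutathione transferases Gstt2 (1.06, SE 0.08), Gsta2 (0.92, SE 0.08) and Gstt3 (0.64, SE 0.11) and the sulphotransferase Sult1a1 (0.64, SE 0.08) rose most. The phase II list was higher by camera (median 0.11, adjusted p = 6.74e-05), and adjusted p = 0.141 with an estimated correlation. On the same arrays the hybridization control transcripts, which are added to every sample in equal amounts, read 0.395 higher in KO.

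Fatty acid oxidation genes rose together with a part of the fasting programme. Of 45 targets of PPARalpha and enzymes of fatty acid oxidation, 5 rose and none fell (8 higher and 2 lower adjusted over the list alone). They included Cyp4a14 (1.80), Cyp4a10 (1.36), the fatty acid translocase Cd36 (0.74, SE 0.11) and Ppara itself (0.62, SE 0.08). The list was higher by camera (median 0.07, adjusted p = 0.00336), and adjusted p = 0.329 with an estimated correlation. Of 22 fasting-induced genes 6 rose, again Cyp4a14, Cyp4a10 and Cd36 together with the coactivator Ppargc1a (0.89, SE 0.09, with 0.15 to 0.29 and no call at its 4 other probe sets), and none fell past both thresholds (7 higher and 3 lower adjusted over the list alone, median 0.06, camera adjusted p = 0.0239). With an estimated correlation that list had adjusted p = 0.256. Feeding-induced genes gave 1 rise, Acss2 (0.64), and 1 fall among 20 (1 higher and 2 lower adjusted over the list alone, median -0.01, adjusted p = 0.647). The camera call on fatty acid oxidation was lost without WT replicate 1 (adjusted p = 0.0711) and without Tm7sf2-KO replicate 2 (0.0683), and that on fasting genes without WT replicate 1 (0.155), WT replicate 2 (0.0736), Tm7sf2-KO replicate 1 (0.086) or Tm7sf2-KO replicate 2 (0.232).

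Lipid synthesis, glucose production and insulin signalling were not called as lists by camera, while fry called insulin signalling higher (adjusted p = 0.0179). Among 30 genes of fatty acid and triglyceride synthesis, 3 rose and 2 fell (3 and 3 adjusted over the list alone, camera adjusted p = 0.627). The elongase Elovl3 fell by 0.97 (SE 0.08), whereas the phosphatidate phosphatases Lpin2 (0.67, SE 0.08) and Lpin1 (0.58, SE 0.08) and the acetyl-CoA synthetase Acss2 (0.64, SE 0.08) rose. Of 22 genes of glucose production and storage, 3 rose, Ppargc1a (0.89), the glycogen synthase Gys2 (0.57, SE 0.08) and the glucose transporter Slc2a2 (0.52, SE 0.09), and none fell (9 higher and 5 lower adjusted over the list alone, adjusted p = 0.327). Its median was -0.01 although its mean was 0.09 and camera ran upwards. No gene of 30 in insulin signalling passed both thresholds in limma (10 had an unadjusted p under 0.05, 5 higher and 3 lower adjusted over the list alone, adjusted p = 0.558). Foxo3 (0.45, adjusted p = 0.0289) and the adaptor Grb10 (-0.42, adjusted p = 0.044) passed 5% FDR alone, each at its brightest probe set only. The other probe sets read 0.08, -0.06 and -0.04 for Foxo3 (limma adjusted p = 0.771 to 0.904). Those of Grb10 read 0.02 and 0.13 (limma adjusted p = 0.962 and 0.571).

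Sterol genes shifted by small amounts. None of 19 genes of cholesterol synthesis passed both thresholds in limma (11 had an unadjusted p under 0.05), and 3 passed 5% FDR alone, led by Acat2 (0.49, SE 0.08, adjusted p = 0.0205) and the phosphomevalonate kinase Pmvk (0.47, SE 0.08, adjusted p = 0.0358). Adjusted over the list alone, 9 were higher and 1 lower. The list was higher by camera (median 0.20, adjusted p = 6.74e-05), and adjusted p = 0.141 with an estimated correlation. Among 27 genes of cholesterol uptake and efflux only the VLDL receptor Vldlr passed both thresholds (0.57, SE 0.11, adjusted p = 0.0456), with 3 higher and 1 lower adjusted over the list alone and a camera adjusted p of 0.558. The other Vldlr probe sets read -0.01 to 0.35 and none was called (limma adjusted p = 0.1385 to 0.982). Of 22 bile acid genes 2 rose and 2 fell (8 higher and 2 lower adjusted over the list alone). Cyp7b1, an oxysterol hydroxylase, fell by 0.96 (SE 0.08) and the repressor Nr0b2 fell by 0.84 (SE 0.08), while the nuclear receptor Nr5a2 rose by 0.76 (SE 0.08) at 1 probe set, against 0.06 (adjusted p = 0.916) and 0.32 (adjusted p = 0.131) at its 2 others. Cyp7a1, the rate-limiting enzyme of bile acid synthesis, rose by 0.50 (SE 0.08, adjusted p = 0.02) and lay under the fold threshold after a second quantile normalization (0.48). The bile acid list was higher by camera (median 0.16, adjusted p = 0.00206), and adjusted p = 0.171 with an estimated correlation.

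Sex-biased liver genes moved in opposite directions in these males. Of 35 female-biased genes 10 rose and 2 fell, the falls being the P450 Cyp2c40 (-0.58) and the cytokine receptor Lifr (-0.66), both chosen after their values were seen, and adjusted over the list alone 17 were higher and 2 lower. Cyp4a14 (1.80), Cyp2c39 (1.46) and Cyp4a10 (1.36) were among the rises. Of 38 male-biased genes 7 fell and 1 rose (22 lower and 1 higher adjusted over the list alone). Hsd3b2 (-1.14, SE 0.12), Elovl3 (-0.97, SE 0.08) and Cyp7b1 (-0.96, SE 0.08) fell, and the rise was Bcl6 (1.09, SE 0.08). Camera called the female-biased list higher (median 0.20, adjusted p = 2.0e-10) and the male-biased list lower (median -0.25, adjusted p = 2.12e-10). Each had adjusted p = 0.141 with an estimated correlation. Several female-biased genes were also picked by the study from these arrays, so for them this is not independent evidence. Of 8 sex chromosome genes measured none passed in limma (0 adjusted over the list alone, 1 at an unadjusted p under 0.05, camera adjusted p = 0.773). Poly-A control transcripts, added before labelling, read 0.355 higher in KO on these arrays.

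Clock genes separated by their hour of peak. Among 6 clock genes that peak near lights-on, 2 fell and none rose, the repressor Nfil3 (-0.65, SE 0.08, adjusted p = 0.0072) and Arntl, which encodes the activator BMAL1 (-0.57, SE 0.10, adjusted p = 0.0286). Adjusted over the list alone, 4 of them were lower. Among 13 that peak near lights-off, 3 rose and none fell, namely Dbp (1.89, SE 0.10), the nuclear receptor Nr1d2 (0.73, SE 0.09, but 0.05 with adjusted p = 0.887 at its other probe set) and Tef (0.67, SE 0.08), with 4 higher adjusted over the list alone. The lights-on list was lower by camera (median -0.32, adjusted p = 1.65e-05) and the lights-off list higher (median 0.19, adjusted p = 6.74e-05). Both had adjusted p = 0.141 with an estimated correlation. The hour of tissue collection is not given in the sources used here.

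**Figure D2:**
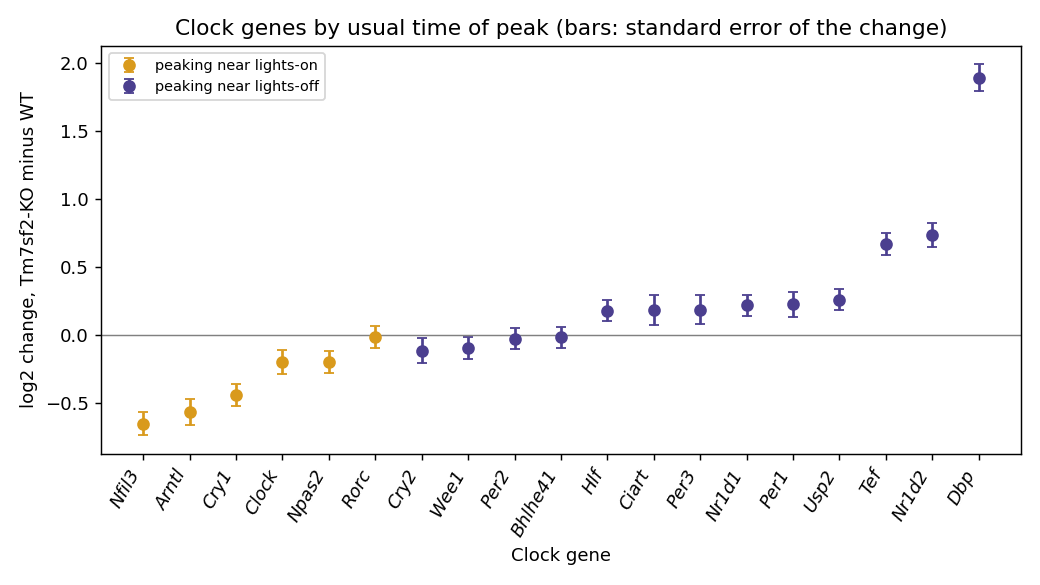
Change of each clock gene between Tm7sf2-KO and WT liver (vertical axis, log2, KO minus WT), grouped by the hour of peak expression, with bars for the SE from limma. All 6 genes that peak near lights-on lie below 0, and Dbp (1.89) is the largest rise among those that peak near lights-off.

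Proliferation and protein-folding genes were lower in KO liver. Of 45 cell cycle genes 8 fell and none rose, and adjusted over the list alone 35 were lower and 1 higher. The largest falls were those of Cdkn1a (-1.26, SE 0.08), which inhibits rather than drives the cycle, the anaphase activator Cdc20 (-1.02, SE 0.09), the proliferation marker Mki67 (-0.83, SE 0.08) and the mitotic kinesin Kif20a (-0.65, SE 0.11). Of 28 genes of endoplasmic reticulum stress 6 fell and none rose (15 lower and 1 higher adjusted over the list alone), among them Creld2 (-1.02, SE 0.08), Manf (-0.71, SE 0.08), the transcription factor Xbp1 (-0.56, SE 0.08) and the degradation adaptor Sel1l (-0.53, SE 0.08). Both lists were lower by camera, cell cycle with a median of -0.33 (adjusted p = 1.35e-24) and endoplasmic reticulum stress with -0.27 (adjusted p = 1.65e-11). Each had adjusted p = 0.139 with an estimated correlation. Of 25 heat shock chaperones 1 fell, Hsph1 (-0.50, SE 0.09, adjusted p = 0.0334), and none rose (5 lower adjusted over the list alone, median -0.12, adjusted p = 1.53e-04, and adjusted p = 0.141 with an estimated correlation). Of 26 immediate early genes 2 fell, Dusp1 (-0.66, SE 0.08) and Jun (-0.52, SE 0.08), and none rose (4 lower adjusted over the list alone, adjusted p = 0.0658, or 0.0434 with a variance trend). The other Jun probe set read -0.16 (limma adjusted p = 0.463). The difference between 3' and 5' control probe sets, which grows as RNA is degraded or copied incompletely, was larger in KO by 0.183 for Actb, 0.124 for Gapdh and 0.327 for Pcx. The dim transferrin receptor control went the other way. Its 3' and 5' means were 6.60 and 6.21 in WT against 6.37 and 6.12 in KO.

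Acute phase genes were lower as a list. Of 30 measured 3 fell and none rose, Saa1 (-1.08), Saa2 (-1.05) and the pentraxin Apcs (-0.50, SE 0.09), with 10 lower and 4 higher adjusted over the list alone. Camera gave a median of -0.16 and an adjusted p of 1.21e-04, and adjusted p = 0.141 with an estimated correlation. Of 27 genes of the nuclear envelope and lamina none passed both thresholds in limma (6 had an unadjusted p under 0.05, 1 higher and 2 lower adjusted over the list alone, adjusted p = 0.169). The nesprin Syne1 read 0.43 (adjusted p = 0.0386) and Lmna -0.40 (adjusted p = 0.0621).

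Hepatocyte zone markers leaned upwards in both zones. Of 25 pericentral markers 3 rose and 1 fell (9 higher and 3 lower adjusted over the list alone), the rises being the glutamate transporter Slc1a2 (0.78, SE 0.08), Tbx3 (0.60, SE 0.08) and the aryl hydrocarbon receptor Ahr (0.52, SE 0.09, adjusted p = 0.994 at its other probe set) and the fall Cyp2c37 (-2.51). The list had a median of 0.09 (camera adjusted p = 0.0481, and adjusted p = 0.285 with an estimated correlation). Its call was lost with the replicate number as a block (0.0561), without WT replicate 2 (0.0593), without Tm7sf2-KO replicate 1 (0.111) and without Tm7sf2-KO replicate 2 (0.101). Of 23 periportal markers 1 rose, the immunoglobulin receptor Pigr (0.53, SE 0.08), and none fell (8 higher and 1 lower adjusted over the list alone). The periportal list was higher by camera (median 0.13, adjusted p = 3.79e-04), and adjusted p = 0.144 with an estimated correlation. In the same KO arrays the hybridization controls were higher by 0.395.

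Markers of other liver cells were not called by camera. None passed both thresholds among 20 Kupffer cell and macrophage genes (Cd14 0.35, Folr2 -0.18, adjusted p = 0.791 for the list), 20 of the liver endothelium (Lyve1 -0.37, Gpr182 -0.26, list 0.773), 19 of stellate cells and fibroblasts (Pdgfrb 0.21, Dcn 0.20, list 0.373), 21 of lymphocytes (Cxcr6 0.22, Gzmb 0.15, list 0.764) and 18 of fat, pancreas and gut (Cpa1 -0.20, Cela1 -0.19, list 0.90). Adjusted over the list alone, 1 Kupffer cell gene was higher and 0 genes of the other 4 lists passed in limma. An unadjusted p under 0.05 was reached by 1, 2, 4, 1 and 2 genes of these 5 lists in that order. Of 17 cholangiocyte genes 1 rose, Bicc1 (0.56, SE 0.09), with 3 higher adjusted over the list alone and an adjusted p of 0.059. Of 11 neutrophil genes 1 fell, S100a8 (-0.67, SE 0.08), with 1 higher and 2 lower adjusted over the list alone (list 0.919, median 0.05 against a mean below zero). Of 11 erythroid genes the globin Hbb-bt (-0.80, SE 0.08) and the transferrin receptor Tfrc (-0.54, SE 0.08) fell, with 3 higher and 2 lower adjusted over the list alone (list 0.773, median 0.01 against a mean of -0.04). The other Tfrc probe sets read -0.17 and -0.10 (limma adjusted p = 0.457 and 0.636).

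**Figure D3:**
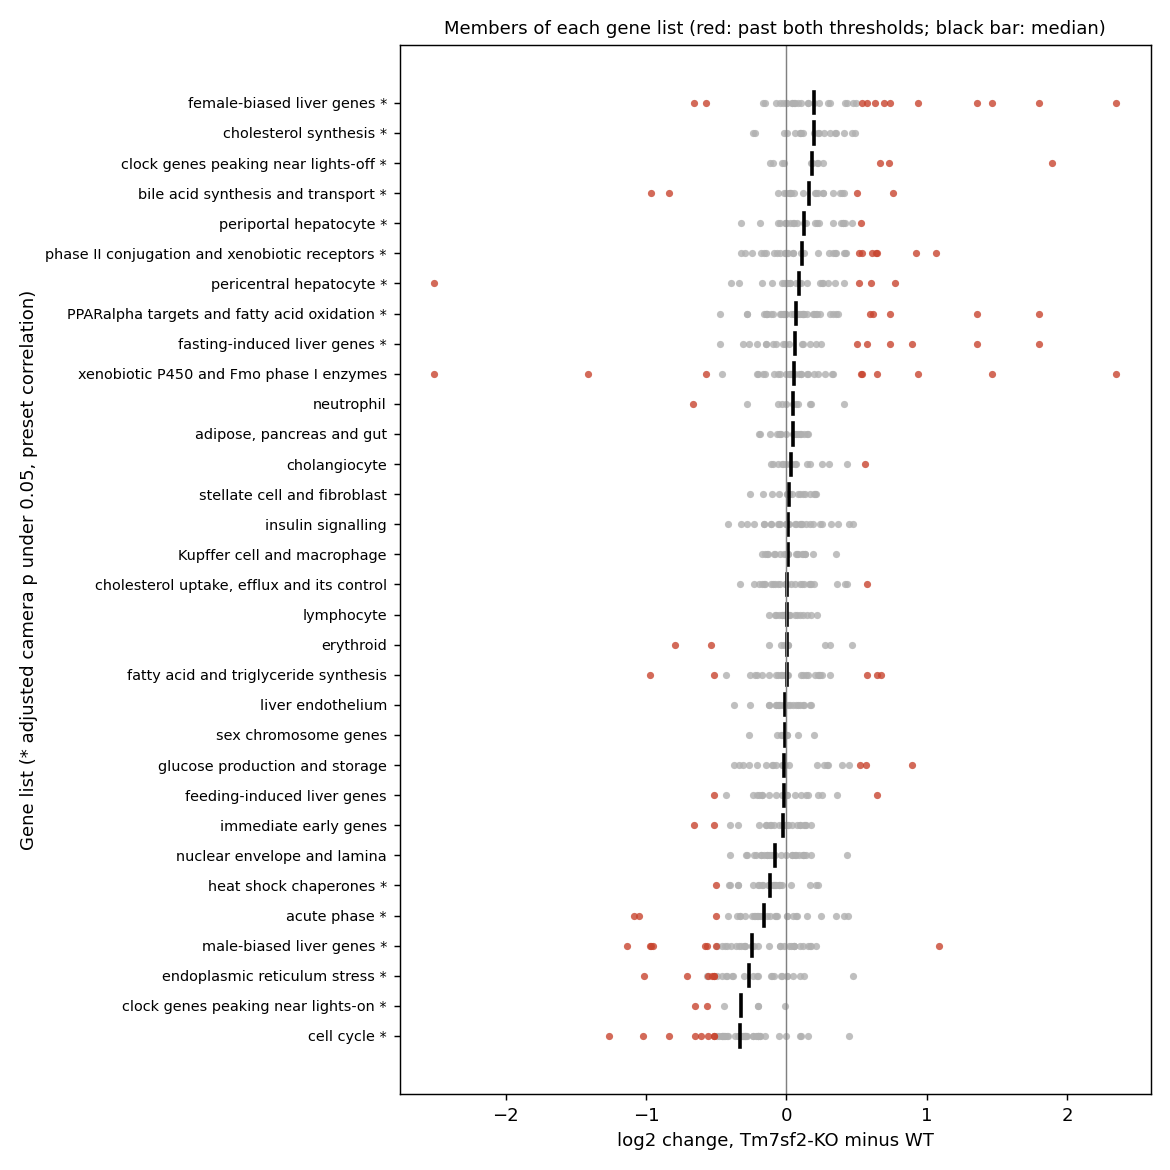
Change of each member (horizontal axis, log2, KO minus WT, 1 probe set per gene) for the 32 gene lists not chosen by the study, with members past both thresholds in red and a black bar at the median. Several of these lists hold genes that the study had called changed on these arrays. The lists are ordered by median, from female-biased liver genes (0.20) to cell cycle genes (-0.33).

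The study followed some genes because they moved between the nuclear periphery and the interior and also changed on these arrays, so their directions are not independent evidence. All 11 genes it described as released from the periphery and higher rose here (11 adjusted over the list alone, camera adjusted p = 3.31e-24, and adjusted p = 0.139 with an estimated correlation). They included Cyp2c39 (1.46), Sugct (1.43) and Cyp4a10 (1.36). Of 15 genes described as recruited and lower, 11 fell (13 lower adjusted over the list alone, camera adjusted p = 8.89e-19, and adjusted p = 0.139 with an estimated correlation), led by Tcf24 (-0.84), Mki67 (-0.83), Gm16551 (-0.70) and Fndc3b (-0.67). The cholesterol exporter Abca1, in that list, read -0.33 (adjusted p = 0.0908) at its brightest probe set and -0.68 (adjusted p = 0.00482) at another, with -0.59 (adjusted p = 0.0239) at its remaining probe set. Of 28 transcription factors it chose at 5% FDR, 10 rose and 5 fell (14 higher and 12 lower adjusted over the list alone, camera adjusted p = 0.327), with Dbp (1.89), Bcl6 (1.09), Ppargc1a (0.89) and Nr0b2 (-0.84) the largest.

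Among 19 genes the study discussed singly, 3 rose and 1 fell on these arrays (7 higher and 3 lower adjusted over the list alone, camera adjusted p = 0.147), and for this list too the counts are not independent evidence. The rises included the carboxylesterase Ces1g (0.65, SE 0.08, adjusted p = 0.00497) and Vldlr (0.57), and the fall was Acsl4, a long-chain acyl-CoA synthetase (-0.67, SE 0.09, adjusted p = 0.0105). The other Acsl4 probe sets read -0.10 and -0.13 (limma adjusted p = 0.792 and 0.605). Vldlr read 0.29 once probe sets prone to cross-hybridization were left out. The proton pump subunit Atp6v0d2 passed 5% FDR alone at its brightest probe set (0.49, limma adjusted p = 0.0203). Its other probe set passed both thresholds (0.69, limma adjusted p = 0.00416). The sterol enzymes Cyp51 (0.06, 95% confidence interval -0.12 to 0.24), Msmo1 (0.27, 0.07 to 0.47), Nsdhl (0.31, 0.12 to 0.51) and Lbr (-0.22, -0.42 to -0.02) did not pass, nor did the insulin receptor substrates Irs1 (0.25, 0.07 to 0.44) and Irs2 (0.02, -0.16 to 0.19). The same held for Srebf2 (0.01), Akt1 (-0.23), Akt2 (-0.11), Acsl5 (-0.02) and the reference gene Hprt (-0.07, limma adjusted p = 0.806). By qRT-PCR in KO liver the study reported lower Cyp51, Msmo1, Irs1 and Irs2, and unaltered Lbr. These arrays did not show the falls. The changes of Cyp51, Msmo1, Irs1 and Irs2 were positive here, and the intervals of Msmo1 and Irs1 were positive throughout.

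Chromosome 19, which carries Tm7sf2 and on which the study saw lost contacts with the periphery, held the largest share of genes past 5% FDR. With Tm7sf2 left out, 25 of 634 genes passed (3.94%), 11 higher and 14 lower, against 316 of 18869 on other chromosomes (1.68%, odds ratio 2.41, 95% confidence interval 1.52 to 3.66, Fisher's exact test, two-sided, p = 0.000154). This share ranked first of 20 chromosomes (Benjamini-Hochberg adjusted p = 0.00308), ahead of chromosome 13 (2.90%, adjusted p = 0.142). Direction was balanced, with a median change of 0.01, and camera called no shift of the chromosome as a whole. The Cyp2c family contributed 6 of its 11 genes, Cyp2c37, Cyp2c38, Cyp2c39, Cyp2c40, Cyp2c54 and Cyp2c55, of which Cyp2c38, Cyp2c40 and Cyp2c54 were chosen after their values were seen, and without it 19 genes passed (odds ratio 1.85, exact p = 0.0171). Within 10 Mb of Tm7sf2 in assembly GRCm38.p6, 8 of 268 genes passed, against 14 of 312 farther away, and 54 genes, 3 of them past 5% FDR, had no position in the reference and are in neither count. The farther genes alone gave an odds ratio of 2.76 (exact p = 0.00108), but these 6 Cyp2c genes lay among them, and without that family 8 of 301 farther genes passed (odds ratio 1.60, 95% confidence interval 0.68 to 3.24, exact p = 0.175). With the arrays centred on the control probe sets, a setting chosen after the data were seen, the odds ratio of the whole chromosome was 1.11 (exact p = 0.535). In that setting 41250 of 45037 probe sets passed 5% FDR, so nearly all are called and the share can hardly differ between chromosomes. It therefore cannot decide whether the larger share of chromosome 19 holds.

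Control probe sets differed between the genotypes. All 18 hybridization control probe sets were higher in both KO arrays than in both WT arrays, with array medians of 9.47 and 9.58 in WT against 10.04 and 9.96 in KO, a median difference of 0.395 (range 0.167 to 0.542). The 24 poly-A control probe sets did the same, with array medians of 7.60 and 7.51 in WT against 7.98 and 7.98 in KO, a median difference of 0.355 (range 0.177 to 0.657). The median change of all genes was 0.01. The difference between 3' and 5' probe sets was 0.96 in WT and 1.14 in KO for Actb, 0.09 and 0.21 for Gapdh, and 2.79 and 3.12 for Pcx. For the dim transferrin receptor control it was smaller in KO. There the 3' and 5' means were 6.60 and 6.21 in WT against 6.37 and 6.12 in KO.

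**Figure D4:**
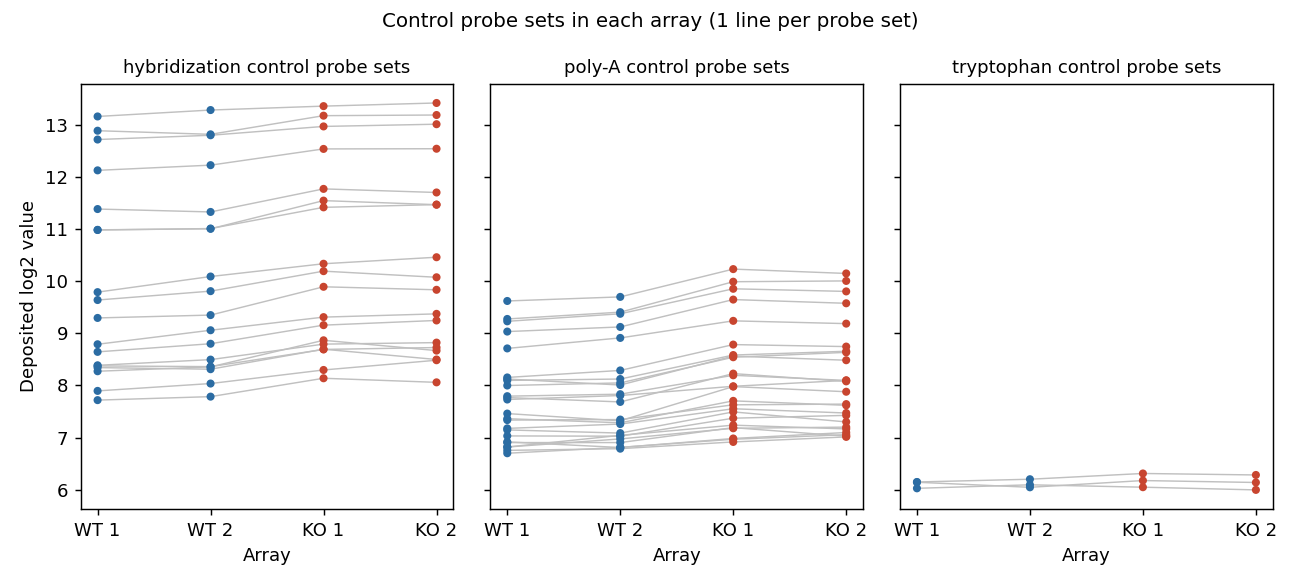
Log2 value (vertical axis) of each hybridization, poly-A and tryptophan control probe set in the 2 WT and 2 Tm7sf2-KO arrays, with a line joining the values of 1 probe set. Both KO arrays lie above both WT arrays for the hybridization controls (medians 10.04 and 9.96 against 9.47 and 9.58) and for the poly-A controls, and for 1 of the 3 tryptophan probe sets.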

Values the study reported

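The study counted 143 genes with altered expression at 5% FDR and a change above 1.4-fold, and 261 when the fold requirement was dropped. Among the latter it recognised 29 transcription factors. It assigned 915 genes to regions that left the nuclear periphery in knockout hepatocytes and 3,525 to regions that moved to it. Of these, 11 released genes were more strongly expressed and 15 recruited genes less strongly expressed beyond 1.4-fold.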

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

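No test of a cause is reported in this part, and the signals below come from control probe sets that were left out of the comparison of genes. The hybridization controls differed by a median of 0.395 log2 units between KO and WT. The poly-A controls differed by a median of 0.355. The probe set for the 5' end of 18S ribosomal RNA read 1.2 log2 units higher in KO. These signals appear in data outside the gene comparison and stand above the WT level in both KO arrays. Since each genotype has arrays of only 1 control level and the labels name no batch, processing batch and genotype cannot be told apart.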

How the results depend on the processing

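Among these tests, centring on the control probe sets, testing the control probe sets too and a variance prior without tied probe sets were chosen after the data were seen. A second quantile normalization, median centring, a dim filter, a variance trend, robust eBayes, leaving out probe sets that may cross-hybridize and testing the controls too gave 267 to 331 probe sets past both thresholds, 495 to 825 at 5% FDR, 15 to 19 lists and an odds ratio of 1.80 to 2.36 for chromosome 19. Within them Csf2rb2 went from -1.07 to 0.0073 without cross-hybridizing probe sets, since another probe set then stands for it. With the replicate number as a block, 305 probe sets passed both thresholds and 346 passed 5% FDR. The same-numbered arrays share only a number, with a correlation of replicate differences of -0.0368, and of the named genes Arntl, Apcs and Ahr were no longer called. A 1% FDR left 172 and a test against the fold threshold (treat) 31. With an estimated correlation 0 of the 17 lists stayed past 5% FDR, against 12 at an unadjusted p under 0.05 and 19 by fry. That form of camera rests on 2 residual degrees of freedom, so it cannot separate correlation from the small number of arrays. With 1 array left out, the lone array being assumed to vary like the other group, Tm7sf2 ran from -2.79 to -2.70 without passing, limma called 0 probe sets at either threshold (unadjusted p under 0.05: 3653 without WT replicate 1, 3326 without WT replicate 2, 3942 without Tm7sf2-KO replicate 1, 4217 without Tm7sf2-KO replicate 2), and 14 to 15 lists passed. Probe sets with tied replicates then pull the prior degrees of freedom to 1.82 to 2.21. With tied probe sets out of the prior, the same order gave 483, 399, 411 and 434 past both thresholds, 1033, 815, 1045 and 1185 at 5% FDR and odds ratios of 1.88 to 2.16, and all 4 arrays gave 333 and 876. Centring on the control probe sets moved the median of all genes to -0.38 and gave 7181 past both thresholds (25 higher, 7156 lower, or 0.348% higher against 53.8%), 41250 at 5% FDR, 23 lists and an odds ratio of 1.11 (Fisher's exact p = 0.535). With nearly all probe sets called, that odds ratio can hardly show a difference in share. The cause was not tested. The mean of all probe sets of a gene ended the call of 20 of 71 named genes past both thresholds. The value table is itself what was tested, so it was not run as an alternative. Signal over background is not given for these arrays, so a limit for dim genes was not set.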

Other observations

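Of the tests in this part, that of neighbouring genes among disagreeing probe sets was chosen after the result was seen. Some genes outside the naming rule, chosen after their values were seen, changed on chromosome 19. The nuclear noncoding RNAs Malat1 (0.77, adjusted p = 0.00297) and Neat1 (0.61, adjusted p = 0.0143), known from nuclear speckles and paraspeckles, were higher in KO by limma. The choline kinase Chka (-0.70, adjusted p = 0.00446) and the receptor kinase Grk5 (-0.80, adjusted p = 0.00432) were lower, and Macrod1 (0.79, adjusted p = 0.00547) was higher. Of these genes Chka and Macrod1 lay within 10 Mb of Tm7sf2 and Grk5 farther away, while Malat1 and Neat1 had no position in the reference. Genes near Tm7sf2 were counted apart because a knockout allele can carry flanking sequence of another strain. Whether that bears on these values was not tested. The probe sets were read by 2 arrays per genotype.

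Female-biased liver genes were higher and male-biased genes lower in KO males. A mix-up of sexes is argued against, since no KO array departed from the WT mean by more than 0.407 log2 units in Xist or the Y-linked genes, with Xist at 6.79 in WT and 6.52 in KO and Ddx3y at 9.30 in both, these 2 being chosen after their values were seen. A weaker male pattern of liver expression was predicted to show as a positive median in the female-biased genes that the study did not name. These 26 genes had a median of 0.093 (19 positive, 7 negative, camera adjusted p = 0.00024, and adjusted p = 0.239 with an estimated correlation). The male-biased list had a median of -0.25 in the same test, and adjusted p = 0.138 with an estimated correlation. Both signs met the prediction, but they come from the arrays and lists that showed the pattern. They describe it again and cannot decide its cause. Hormones were not measured, and at 6 weeks of age a difference in maturation between the animals stays open as well.

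Clock genes that peak near lights-off and near lights-on moved apart. Collection of the tissue at a different time of day may account for this, since the medians differed by 0.507 log2 units (0.185 against -0.322, bootstrap interval over genes 0.195 to 0.835, 10000 resamples). A change of the clock caused by genotype would give the same values, and nothing in the tables separates them. Both lists hold genes the study picked from these arrays, and these were not left out of the medians. A difference in feeding state could raise fatty acid oxidation genes, but the medians of fasting and feeding genes differed by 0.0789 (interval -0.131 to 0.356), so it cannot be told apart from no difference at this spread, although the point value met the bound of 0.1 set beforehand for no such cause.

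Probe sets of 1 gene disagreed in some places, as at Sdc4 (1.62 against -0.26), Serinc3 (-1.35 against -0.25), Ssr1 (-1.49 against -0.03) and Dsp (0.57 against -0.30), the last 3 of them chosen after their values were seen. Sdc4 lay within 1 Mb of Serinc3 and Ssr1 within 1 Mb of Dsp in GRCm38.p6, and this raised the question of residual sequence of another strain under single probe sets, which would put such genes in shared blocks. Without these 4 genes, the remaining 46 of the 50 genes that disagreed most held 2 pairs within 1 Mb, against a mean of 1.6 in 10000 random draws from 4498 genes with several probe sets (one-sided permutation p = 0.484), so this explanation cannot be told apart from chance. It stays open, as do neighbours regulated together and transcripts with changed ends, and the labels state only that the line was backcrossed to C57BL/6.

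At the study's thresholds 247 named genes passed here by any probe set and 201 with 1 probe set per gene. Each is higher than the count quoted from the study above. At 5% FDR alone 436 and 342 named genes passed in the same order. Each of these too is higher than the count quoted from the study above, and the way probe sets are counted as genes moves the values. The authors' deposited table, control probe sets included, itself holds 182 probe sets higher and 149 lower past both thresholds, and 597 past 5% FDR. The fit here matches that table, so the gap to the study's counts does not come from the fit. Its source is not known from the sources used here.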
